A study of Mus musculus with 4 samples.

How the data were processed

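Chromatin accessibility was measured by DNase-seq in primary B cells of male B6CASTF1/J mice aged 2 months, in 4 biological replicates that form a single group. Per the labels, the replicates have separate biosample entries and 1 donor entry, and the labels do not say whether they came from separate animals. All p-values therefore measure only these libraries, and genes and regions are not replicates of the cells.

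The authors aligned and filtered the reads on mm10 and called peaks, footprints and cut rates for each library on its own. The aligner, the callers and their versions are not given in the sources used here. Each library has 2 deposited peak lists, and the larger, less strict list was used, with the stricter list as an alternative. The signal of each peak is the authors' value, scaled to the depth of its library before it was deposited: within 0.05 cuts, over 99.9% of the values were whole multiples of a step that differed between libraries. The cut-rate files hold the authors' false discovery rate (FDR) for stretches of bases, as deposited, and list stretches with an FDR of up to 0.05. The footprint files are also the authors' and carry the same FDR of 0.01 in every footprint, which is a calling level and not a value per footprint. The limit of the peak lists is not stated. The smallest FDR inside a peak reached at most 0.0499 to 0.05 in the larger lists and 0.000977 to 0.000995 in the stricter lists, where the peak was touched by a listed stretch.

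Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Peaks on 21 chromosomes (19 autosomes, X and Y) were merged over libraries wherever they overlapped by at least 1 bp, and each merged region was counted as present in 1, 2, 3 or 4 libraries. Correlations used log2 of the signal plus a pseudocount of 0.1. Genes came from GENCODE M21 and sequence from the mouse reference genome of the same assembly. A peak belonged to the class promoter if its midpoint lay within 1000 bp of a start site of a protein-coding gene, then to exon, intron or intergenic DNA, and shares were set against 2647.52 Mb of assembled sequence. A gene counted as having a promoter peak if a peak touched the 1000 bp on either side of any of its start sites, and its promoter signal is the highest signal among these peaks.

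Before the data were examined, the comparisons, tests, gene lists, motifs, alternatives and the rule for named genes were fixed. The 26 lists cover B cell identity, MHC class II, B cell receptor signalling, homing and survival receptors, Toll-like receptors, precursor B, germinal centre, plasma cell, marginal zone and B1, T cell, NK cell, myeloid (monocyte, macrophage and neutrophil), dendritic cell, erythroid, megakaryocyte and platelet, stem and progenitor, endothelial and stromal, hepatocyte, neuron, muscle, germline and pluripotency, keratinocyte and gut epithelium, housekeeping, immediate early, lymphoid transcription factor and histone genes. They hold 391 entries, of which 2 (Ighd and Ahsp) were not matched to the annotation and 7 were matched by an older symbol. Each list was compared with all other protein-coding genes by a two-sided Fisher's exact test, and the B cell identity list with 13 lineage lists in the same way. Wilson 95% intervals on shares cover counting error only. Distal regions, present in all 4 libraries and over 1000 bp from any start site, were counted within 50000 bp of each gene, and each list's mean was set against 100000 random lists of the same size in a two-sided permutation test, which can give no p below 1e-05. Benjamini-Hochberg adjustment was made over the 26 lists (13 for the lineage comparison), with a threshold of 0.05. Eligible to be named were the genes of the B cell identity list and, in each other list, the 3 genes with the highest mean promoter signal and up to 3 without any peak (up to 6 with a peak in lists of other cell types). Over the genome, the 10 genes with the strongest promoters and the 10 with the most distal regions were named.

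Footprints were called shared if they overlapped reciprocally by 50%. Matches to 27 consensus motifs on both strands were counted by their centre, per kb of footprint, and divided by matches per kb of the same library's peaks outside footprints. The reversed, uncomplemented consensus served as a control where it differed from the motif and had at least 10 background matches, which held for 20 motifs. The shift of replicate 4 is its log2 signal minus the mean log2 signal of the other libraries.

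The alternatives were the stricter peak list, an equal number of 72913 strongest peaks per library, 50% reciprocal overlap of peaks, a pseudocount of 1, promoter windows of 500 and 2500 bp, a peak in any library, promoters with a CpG ratio under 0.6 only, distances of 20000 and 100000 bp, random genes matched on the number of start sites in 20 bins, footprint overlap of 1 bp, flanks of 50 bp as motif background, motif matches wholly inside footprints widened by 5 bp, and leaving out each replicate in turn. Further alternatives were added after the data were seen: random genes matched on length, gene models of up to 1000000 bp (59 are longer), the first gene of each group of list genes with overlapping windows, a peak in any library and low-CpG promoters for the lineage comparison, promoter regions alone for the X chromosome, and leaving out replicates in the correlations and footprints.

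The procedures were tested on simulated data. Of 4000 planted regions 4000 were recovered, and 200 of 200 reciprocal pairs were called correctly. Fisher's test found 75.4% of 500 lists planted with a higher share and called 0.619% of 2100 unchanged lists. The permutation test gave p under 0.05 in 2 of 40 random lists and recovered a planted shift of 6 as 6 to 3 digits. All 500 planted motif matches were found, with 1 extra match.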

Results

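DNase-seq, which finds accessible DNA by sequencing the ends left by the enzyme DNase I, was carried out on primary B cells of male mice aged 2 months. The mice were B6CASTF1/J, a first-generation hybrid of a laboratory strain and a wild-derived castaneus strain. The labels give 1 group of 4 biological replicates and no second condition, so values are given per library or as mean ± SD over n = 4, and no contrast between conditions was possible. Peaks, footprints and per-base false discovery rates came from the authors, library by library, on the mouse assembly mm10. The signal of a peak is the authors' own value. It took whole multiples of a single step within each library, and if that step is 1 cut in 1000000, which the sources used here do not state, the depths of replicates 1 to 4 were 192, 120, 223 and 130 times 1000000 cuts.

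The 4 libraries shared a core of 57614 accessible regions, and this core held the strong sites. Merging the peaks of all libraries gave 152392 regions, of which 37.8% were present in all 4 libraries and 38.4% in 1 library. The median of the highest signal was 2.78 in regions of all 4 libraries, 0.678 in regions of 3, 0.484 in regions of 2 and 0.266 in regions of 1. Replicates 1 to 4 held 93559, 72913, 116304 and 111309 peaks (98521 ± 19665, SD, n = 4), which covered 20.5, 15.3, 24.1 and 21.2 Mb. The share of a library's peaks lying in regions of all 4 libraries was 65.5%, 83.8%, 52.9% and 55.3% (64.4% ± 14, SD, n = 4), highest in the library with the fewest peaks. Requiring 50% reciprocal overlap of single peaks lowered the mean share to 47.2%. Peaks of replicate 4 were narrower than those of the other libraries: their median width was 188 bp against 200 bp in each of the others, and 4.87% exceeded 300 bp against 13.3% to 18.9%.

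In peak signal, replicates 1, 2 and 3 resembled each other more closely than any of them resembled replicate 4. Across the 57614 regions of all 4 libraries, Pearson's r of the log2 signal was 0.985 for replicates 1 and 2, 0.974 for replicates 1 and 3, and 0.975 for replicates 2 and 3. With replicate 4 it was 0.815, 0.851 and 0.856 for replicates 1, 2 and 3, and Spearman's rho separated the pairs in the same way, with 0.965 to 0.978 against 0.775 to 0.827. Over all merged regions, r ranged from 0.731 to 0.879 in the 6 pairs. These correlations are across regions, which are not independent replicates, so no p-value is given.

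**Figure D1:**
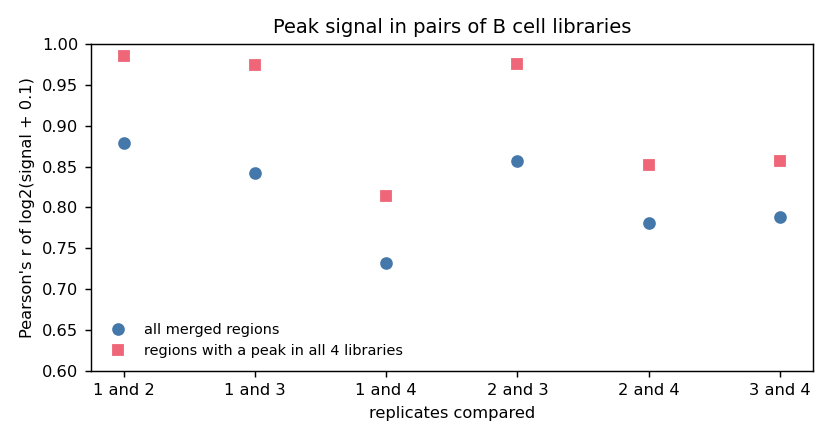
Pearson's r of log2 peak signal (y axis, no unit, from 0.6 to 1) for each of the 6 pairs of libraries (x axis), with dots for all merged regions and for the regions present in all 4 libraries. In regions of all 4 libraries the pairs among replicates 1, 2 and 3 sit between 0.974 and 0.985 and the pairs with replicate 4 between 0.815 and 0.856.

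Promoters of protein-coding genes took a far larger share of the peaks than of the genome. On average 29.2% ± 3.52 (SD, n = 4) of peaks had their midpoint within 1000 bp of a transcription start site, against 3.70% of the assembled genome, a 7.90-fold excess. Exons outside promoters held 4.03% ± 0.328 of peaks (2.64% of the genome) and introns 31.1% ± 2.54 (33.6% of the genome). Intergenic DNA held 35.6% ± 1.16 of peaks against 60.0% of the genome. Promoters made up 33.8% of the regions present in all 4 libraries and 16.4% of those present in 1. The promoter share depended on the window, with 21.9% at 500 bp and 38.2% at 2500 bp.

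Every matched gene of the B cell identity list had an accessible promoter in every library. This was 29 of 29 genes (100%, Wilson 95% interval 88.3 to 100%), against 58.9% of the other protein-coding genes (Fisher's exact test, adjusted p = 7.42e-06 over 26 lists). In the stricter peak list it was 28 of 29 (96.6%, Fisher's exact test, adjusted p = 3.89e-05). The strongest of the 29 genes was Pax5, the transcription factor that maintains B cell commitment, with a promoter signal of 29.9 ± 18.9 (SD, n = 4). Its strongest region lay in an intron of Pax5 at chromosome 4, 44704441 to 44704740, with its centre at -585 bp from the nearest annotated start site of the gene. Cr2, the complement receptor of mature B cells, reached 17.3 ± 4.16 at chromosome 1, 195176661 to 195176860, across its start site with the centre upstream of it. Bach2, a transcriptional repressor of plasma cell fate, reached 17.5 ± 2.84, Cd79a, the signalling chain of the B cell receptor, 16.7 ± 10.1, and Ebf1, an early B lineage factor, 15.9 ± 6.13. The promoter region of Cd79a lay at chromosome 7, 24897221 to 24897460, and that of Ebf1 at chromosome 11, 44617141 to 44617360, both across the start site with the centre upstream of it.

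Other members of this list had promoter signals between 1.03 and 10.6. Cd24a (10.6 ± 1.26), Blnk (10.6 ± 7.17), Pou2af1 (10.5 ± 7.74), Pou2f2 (10.5 ± 2.64), Cd79b (10.2 ± 5.41), Cxcr5 (10.1 ± 8.26) and Tnfrsf13c, the BAFF receptor (9.97 ± 3.4), stood near 10. Cd37 (9.30 ± 5.90), Ms4a1, which encodes CD20 (9.06 ± 9.76), Cd40 (8.99 ± 4.12) and Bank1 (8.67 ± 5.65) followed. Lower values were those of Ikzf3 (5.24 ± 1.14), Blk (5.17 ± 3.66), Cd22 (4.93 ± 1.61), Cd72 (4.87 ± 2.94), Fcer2a (4.58 ± 5.30), Cd180 (4.26 ± 2.64), Tnfrsf13b (4.10 ± 4.30), Fcmr (3.98 ± 2.64) and Fcrla (3.90 ± 4.01). Spib had 2.52 ± 1.57, Btk 1.53 ± 0.614 and Vpreb3 1.03 ± 0.231. The wide SDs came with replicate 4: the promoter signal of Ms4a1 was 3.4, 3.64, 5.58 and 23.6 in replicates 1 to 4, and that of Pax5 16.8, 18.5, 26.8 and 57.6. In replicate 4 the median log2 shift against the mean of the other libraries was 1.43 over the 29 genes and 0.41 over all 12923 genes with a promoter peak in every library.

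**Figure D2:**
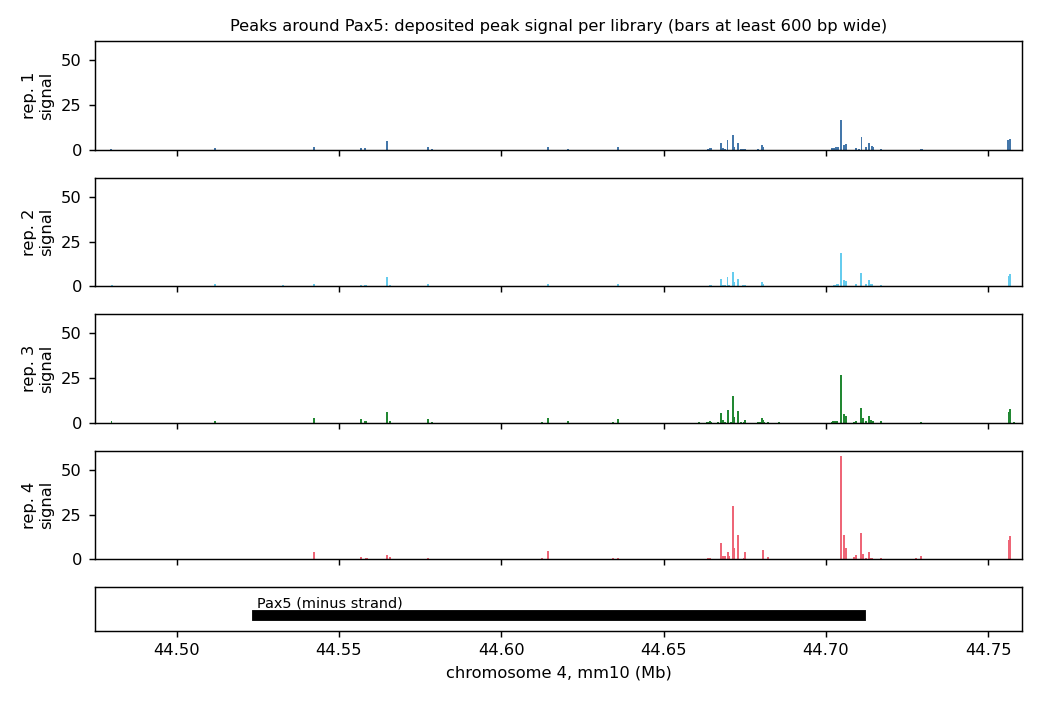
Peak signal of the authors (y axes) along the Pax5 locus on chromosome 4 of mm10 (x axis, Mb), with a panel per library and bars at the peaks. The window of 44474757 to 44760487 holds 46, 45, 59 and 53 peaks in replicates 1 to 4, and the highest bar reaches 16.8, 18.5, 26.8 and 57.6.

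Genes that B cells use for antigen presentation, receptor signalling and homing were accessible as a group. All 10 genes of the MHC class II list had a promoter peak in every library (Fisher's exact test, adjusted p = 0.0168), led by H2-DMb2 (30.0 ± 22.7), H2-DMa (28.9 ± 11.0) and H2-Ab1 (26.7 ± 11.4). All 20 B cell receptor signalling genes did (Fisher's exact test, adjusted p = 0.000172), with Bcl10 at 30.2 ± 15.1 and the adaptor Grb2 at 25.0 ± 11.5. Of the 14 homing and survival receptors, 13 did (92.9%, Wilson 95% interval 68.5 to 98.7%; Fisher's exact test, adjusted p = 0.0249), among them Cxcr4 (19.0 ± 2.29), Il4ra (16.6 ± 4.93) and Ccr7 (13.9 ± 9.04). All 20 lymphoid transcription factors (Fisher's exact test, adjusted p = 0.000172) had one, with Klf2, a factor of quiescence and trafficking, at 44.7 ± 18.8 and the NF-kappaB genes Relb and Nfkb2 at 30.0 ± 19.1 and 29.6 ± 16.6. Only 1 of these 20 factors has a low-CpG promoter, so among low-CpG promoters the list did not pass (1 of 1, Fisher's exact test, adjusted p = 0.516, with alternatives from 5.60e-05 up to that value), and 89.2% of all genes with high promoter CpG had a peak in every library. Median log2 shifts of replicate 4 were 1.72 for MHC class II, 0.89 for receptor signalling, 0.91 for homing receptors and 1.01 for the lymphoid factors.

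Genes that most cell types use were accessible as well. A promoter peak in every library was present for 18 of 18 housekeeping genes (Fisher's exact test, adjusted p = 0.000479), 20 of 20 immediate early genes (Fisher's exact test, adjusted p = 0.000172) and 9 of 9 histone genes (Fisher's exact test, adjusted p = 0.0263). Actb reached 39.8 ± 16.5, Ppia 30.6 ± 8.22, Jund 37.3 ± 9.08, Jun 37.2 ± 23.9 and Klf6 32.1 ± 20.1, while H2afx reached 22.8 ± 14 and the shared region of Hist1h4a and Hist1h3a 28.8 ± 11.3. Median log2 shifts of replicate 4 were 0.88, 0.86 and 0.91 for the 3 lists. MHC class II and histone genes had adjusted p = 0.0680 by Fisher's exact test with a peak in any library as the rule (alternatives from 0.00161 and 0.0128 up to that value), and homing receptors had 0.0510 in the stricter peak file (from 0.00112 up).

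Lists for particular stages of B cell life did not pass the test on promoters. Germinal centre genes had a promoter peak in every library in 10 of 11 cases (Fisher's exact test, adjusted p = 0.0534), with Mef2b at 31.1 ± 11.9, Neil1 at 14.9 ± 14 and Efnb1 at 8.44 ± 2.64, and Rgs13 had no peak in any library. Plasma cell genes had one in 10 of 12 cases (Fisher's exact test, adjusted p = 0.181). Ell2 (25.2 ± 17.6), Derl3 (22.9 ± 18.1) and Creb3l2 (22.9 ± 9.93) were among these, and Jchain and Tnfrsf17 had no promoter peak in any library. Marginal zone and B1 genes had one in 9 of 10 cases (Fisher's exact test, adjusted p = 0.0793), with Zbtb20 at 22.9 ± 17.9, Notch2 at 15.2 ± 2.98 and Dtx1 at 6.98 ± 1.60. Toll-like receptors had one in 9 of 12 cases (Fisher's exact test, adjusted p = 0.450), led by Tlr9 (10.6 ± 11.1), Tlr6 (6.43 ± 4.08) and Tlr4 (5.01 ± 4.02), while Tlr8, Tlr11 and Tlr13 had none in any library. Precursor B genes had one in 7 of 12 cases (Fisher's exact test, adjusted p = 1), with Sox4 at 7.30 ± 3.78, Vpreb1 at 7.12 ± 1.68 and Cd93 at 2.67 ± 1.07. Rag1, Rag2 and Dntt, which act in receptor gene rearrangement, had no promoter peak in any library. With promoters of low CpG content as the background, germinal centre genes (7 of 8, adjusted p = 0.0301) and Toll-like receptors (9 of 12, adjusted p = 0.0480) passed Fisher's exact test, and their alternatives ranged from 0.0264 to 0.183 and from 0.0480 to 0.839. At 2500 bp, germinal centre genes and marginal zone and B1 genes (10 of 10) passed Fisher's exact test, with adjusted p = 0.0264 and 0.0340, and the alternatives of the latter ranged up to 0.2497.

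Marker genes of other lineages were accessible less often than other genes in 7 of the 13 lists tested. Myeloid markers had a promoter peak in every library in 4 of 25 cases (16.0%, Wilson 95% interval 6.4 to 34.7%; Fisher's exact test, adjusted p = 0.000172), among them Cd68 (8.91 ± 6.19) and Cebpa (4.43 ± 0.757), while Adgre1, C1qb and Camp had none in any library. T cell markers had one in 8 of 26 cases (30.8%, Wilson 95% interval 16.5 to 50%; Fisher's exact test, adjusted p = 0.0146). Those with the highest signal were Foxp3 (15.1 ± 8.64, region centre 777 bp inside the gene), Cd3d (8.79 ± 6.97), Cd2 (8.66 ± 10.5), Lck (7.84 ± 2.26), Lat (3.49 ± 1.48) and Tox (2.94 ± 1.16). Bcl11b, Cd3e and Cd3g had none in any library. A promoter peak can lie at any annotated start site, so it does not show an open 5' end. The Tox region (6688741 to 6688900) and the Cd3d region (44986341 to 44986780) lay near the 3' ends of their genes. NK cell markers had one in 3 of 14 cases (Fisher's exact test, adjusted p = 0.0146), namely Prf1 (3.45 ± 1.63), Tbx21 (0.908 ± 0.130) and Klrd1 (0.536 ± 0.196), and Gzma, Gzmb and Ccl5 had none. Erythroid markers had one in 4 of 15 cases (Fisher's exact test, adjusted p = 0.0295), with Nfe2 at 3.67 ± 1.23 and no peak at Hba-a1, Alas2 or Epb42.

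Hepatocyte markers had a promoter peak in every library in 2 of 14 cases (Fisher's exact test, adjusted p = 0.00526; Apoh 5.30 ± 0.678 and Apob 0.390 ± 0.0851), and Alb, Apoa1 and Ahsg had none. Muscle markers had one in 3 of 14 cases (Fisher's exact test, adjusted p = 0.0146), with Ckm at 9.43 ± 2.52, and keratinocyte and gut markers in 4 of 14 (Fisher's exact test, adjusted p = 0.0486), with Krt10 at 4.67 ± 0.542. The lists that did not pass Fisher's exact test were dendritic cell (5 of 10, adjusted p = 0.812), megakaryocyte and platelet (3 of 10, adjusted p = 0.141), stem and progenitor (7 of 12, adjusted p = 1), endothelial and stromal (5 of 12, adjusted p = 0.310), neuron (7 of 14, adjusted p = 0.667), and germline (3 of 12, adjusted p = 0.0534). The germline list was lower by Fisher's exact test at 500 bp (adjusted p = 0.0145), in the stricter list (0.0151) and without replicate 1, 2 or 4 (0.0344, 0.0337 and 0.0344), with alternatives up to 0.487. Members with a promoter peak in every library included Flt3 (3.08 ± 0.999), Itga2b (20.3 ± 4.91), Itgb3 (18.9 ± 15.7), Meis1 (4.14 ± 1.32), Col1a1 (4.48 ± 1.47), Cdh5 (3.50 ± 2.81), Dlg4 (12.2 ± 7.13) and Dazl (12.1 ± 2.78). The regions of Nfe2, Krt10, Itga2b, Itgb3, Cdh5 and Dlg4 lay near annotated start sites inside the gene and not at its 5' end.

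Set directly against each other, the B cell identity list had more accessible promoters than each of the 13 lineage lists. By Fisher's exact test the difference was 85.7 percentage points against hepatocyte markers (adjusted p = 3.86e-08), 84 against myeloid markers (adjusted p = 3.16e-10), 69.2 against T cell markers (adjusted p = 4.70e-08) and 41.7, the smallest, against stem and progenitor markers (adjusted p = 0.00106). With a peak in any library as the rule, a setting added for this contrast after the data were seen, 12 of the 13 lists were lower and stem and progenitor genes (10 of 12) did not pass Fisher's exact test (adjusted p = 0.0805, with alternatives from 0.000205 up to that value). Against all other genes, the lower share of several lists ended under other settings. Without replicate 4 the T cell and keratinocyte lists had adjusted p = 0.0751 and 0.144 by Fisher's exact test, and without replicate 2 the erythroid list had 0.0875. Over their alternatives these ranged from 0.00166 to 0.516, 0.0242 to 0.144 and 0.0145 to 0.305. Promoter CpG content bears on these counts, since 89.2% of genes with high and 40% of genes with low promoter CpG had a peak in every library: among low-CpG promoters, the myeloid list (2 of 23, Fisher's exact test, adjusted p = 0.0101) was the 1 list still lower. With a peak in any library as the rule, the hepatocyte list alone was still lower. Fisher's exact test then gave an adjusted p of 0.391 for myeloid (alternatives from 4.18e-06), 0.215 for T cell, 0.166 for erythroid, and 0.0503 each for NK cell (0.000645 to 0.251), muscle (0.00528 to 0.416) and keratinocyte genes. At 2500 bp the muscle, keratinocyte and erythroid lists had 0.0884, 0.0884 and 0.166, and at 500 bp the keratinocyte list had 0.0830, by the same exact test. With the stricter peak list the erythroid genes (4 of 15) had an adjusted p of 0.0556 by Fisher's exact test.

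**Figure D3:**
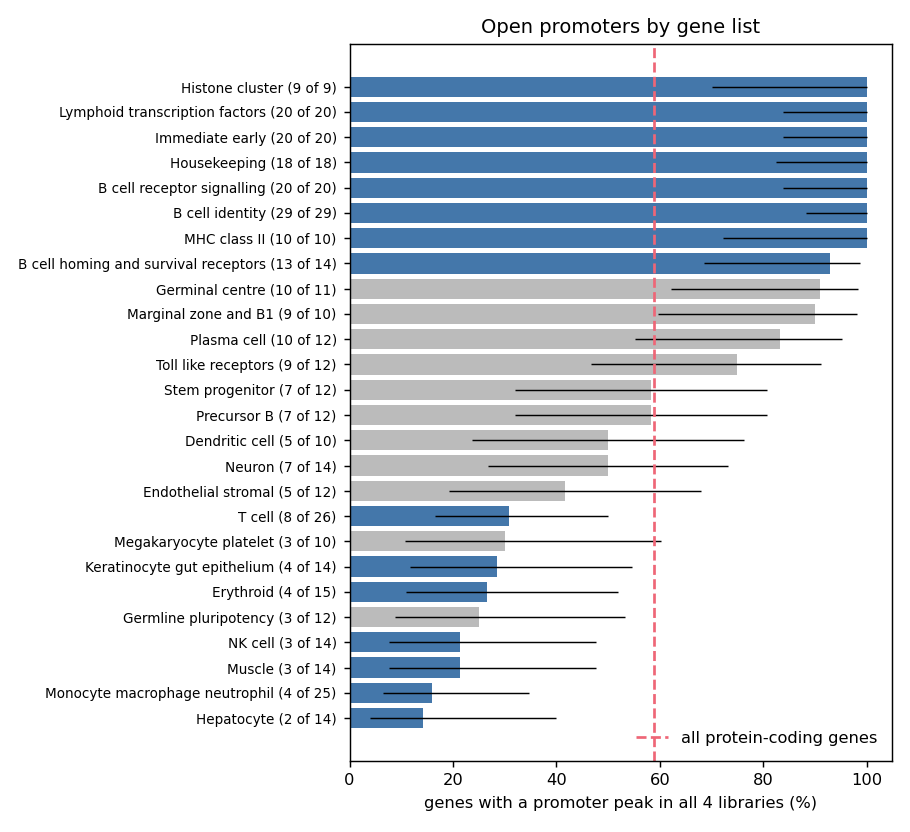
Share of each gene list's members with a promoter peak in all 4 libraries (x axis, percent; bars start at 0, lists on the y axis), with Wilson 95% intervals as error bars and the other protein-coding genes as a dashed line at 58.9%. Coloured bars have an adjusted p of at most 0.05 by Fisher's exact test, namely 8 lists above and 7 below the line, and grey bars do not.

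Over the genome, 12923 of 21938 protein-coding genes (58.9%) had a promoter peak in all 4 libraries and 7192 (32.8%) had one in none. The strongest promoter was that of Dynlt1b, a dynein light chain gene of a multigene family whose copies share sequence, at 95.7 ± 25.4 (chromosome 17, 6430021 to 6430180). A single region shared by Mplkip and Sugct followed at 65.9 ± 33.2 (chromosome 13, 17694901 to 17695120), then Esrra, an oestrogen-related nuclear receptor, at 60.8 ± 32.8 (chromosome 19, 6921801 to 6922080). Sde2 (56.0 ± 27.4), Add3 (56.0 ± 22.7), Dnpep (55.7 ± 30.5), Tle4 (54.2 ± 28.6) and the region shared by Sumo3 and Gm49325 (53.7 ± 15.4) completed the 10 strongest genes.

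Genes of B cell function were also surrounded by more accessible regions away from promoters. Of the 57614 regions of all 4 libraries, 34874 (60.5%) lay more than 1000 bp from any start site, and protein-coding genes had on average 3.43 of them within 50000 bp. MHC class II genes had 16.6 (permutation test, adjusted p = 0.00347), lymphoid transcription factors 14.1 (adjusted permutation p = 0.00169), B cell receptor signalling genes 13.9 (adjusted permutation p = 0.00169) and homing receptors 11.4 (adjusted permutation p = 0.00383). B cell identity genes had 9.14 (permutation test, adjusted p = 0.00555), from 31 at Ebf1, 30 at Bach2 and 22 at Pax5 to 0 at Cr2. Immediate early genes had 8.80 (adjusted permutation p = 0.00555) and marginal zone and B1 genes 8.40 (adjusted permutation p = 0.00628), so that 7 of 26 lists were higher and 0 lower. The MHC class II genes share their surroundings: their 50000 bp windows form 3 groups, and the 166 regions counted over 10 genes were 72 distinct regions. With the first gene of each group alone, a setting chosen after the data were seen, 3 genes had a mean of 11.7 (adjusted permutation p = 0.0149, with alternatives from 4.33e-05 up to that value), and the difference from random genes was 8.25 in place of 13.2.

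The other lists did not pass the permutation test. Precursor B genes had 6 distal regions per gene (adjusted permutation p = 0.0670), and they passed without replicate 2 (adjusted permutation p = 0.0365), against random genes matched on the number of start sites (adjusted permutation p = 0.0402) and with 1 gene per group of overlapping windows (adjusted permutation p = 0.0466), with alternatives from 0.0365 to 0.246. Dendritic cell genes had 5.20, plasma cell genes 5.17, housekeeping genes 4.72, myeloid genes 4.48, germinal centre genes 4.45, germline genes 4.25, keratinocyte and gut genes 4.07, NK cell genes 4.00, Toll-like receptors 4.00 and T cell genes 3.92, with adjusted permutation p from 0.288 to 0.687. Histone genes had 3.11, megakaryocyte genes 3.10, neuron genes 3.00, endothelial and stromal genes 2.67, hepatocyte genes 2.57, muscle genes 2.50, erythroid genes 2.13 and stem and progenitor genes 1.83, with adjusted permutation p from 0.288 to 0.823. Dntt, whose promoter had no peak, had 14 distal regions, and Cdx2, a gut factor without a promoter peak, had 12. Their windows reach neighbours with a promoter peak in every library, Blnk for Dntt and Flt3 for Cdx2. Some of the regions counted may belong to these neighbours.

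The genes with the most distal regions were mainly long ones. Gm20388, a readthrough gene model that spans many other genes, had 193, Fgfr2 61, the lymphoid factor Foxp1 59, Gse1 42, Gm20696 41, Wwox 39, Prkce 33, Cdh23 32, and Ebf1 and Lpp 31 each. The Fgfr2 model is also very long, from 130162451 to 133123350 on chromosome 7. Foxp1 and Gm20696 overlap, and Gse1 lies inside Gm20388, so regions there count for both genes of each pair. Gm20388 weighs on the permutation test, since a random list that holds it exceeds most lists by that gene alone. With gene models limited to 1000000 bp, a limit chosen after the data were seen, the adjusted permutation p of the B cell identity list was 4.33e-05, and over all its alternatives it ranged up to 0.0106.

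**Figure D4:**
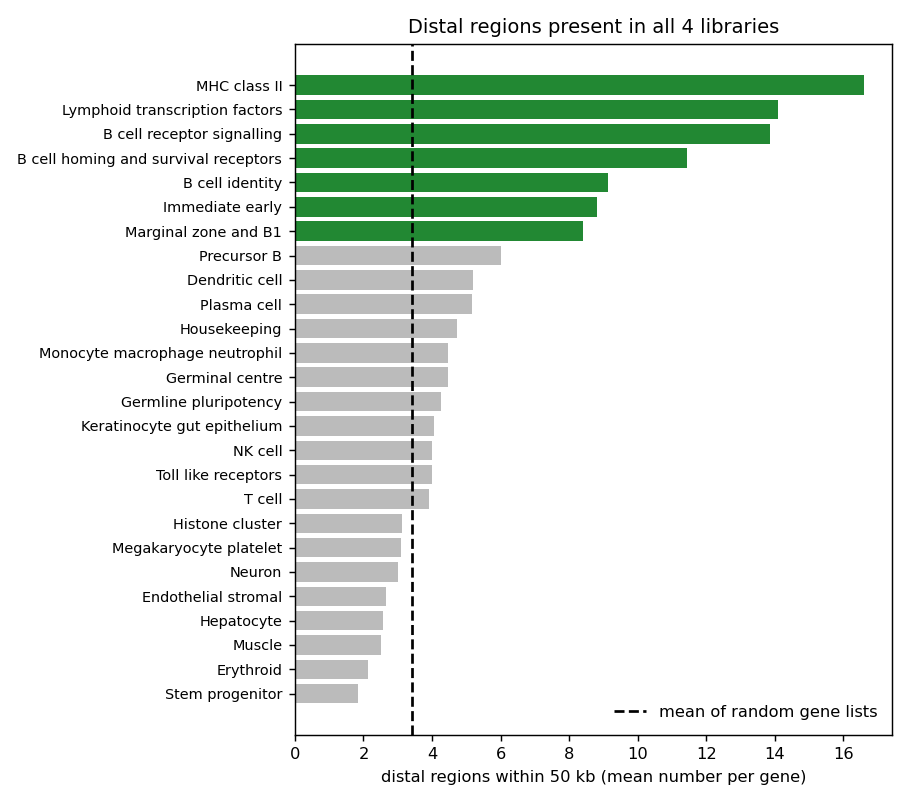
Mean number of distal regions present in all 4 libraries within 50 kb of a gene (x axis; bars start at 0) for each gene list (y axis), with the mean of random gene lists as a dashed line. Green bars have an adjusted permutation p of at most 0.05, namely 7 lists from MHC class II at 16.6 to marginal zone and B1 genes at 8.40, and grey bars do not.

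Footprints, short protected stretches inside accessible DNA that the authors called in each library, numbered 309661, 217617, 363699 and 265591 in replicates 1 to 4 (289142 ± 62317, SD, n = 4). On average 79.9% ± 1.62 lay inside the peaks of their own library, and their median width was 10 or 11 bp. The share of peaks with a footprint was 81.2%, 80.1% and 80.7% in replicates 1 to 3 and 72.2% in replicate 4. A footprint with 50% reciprocal overlap in every other library was found for 21.8% ± 4.78 of them, and for 28.8% when replicate 4 was left out, where a match is needed in fewer libraries.

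NRF1, CTCF, REST, SP and KLF, and ETS motifs had the 5 highest mean ratios of matches in footprints. Per kb, matches to the NRF1 consensus GCGCATGCGC were 111 ± 22.4 (SD, n = 4) times as frequent in footprints as in the rest of the same peaks. The ratio was 33.9 ± 13.2 for CTCF, the insulator protein (CCASYAGRKGGC), and 18.1 ± 9.92 for the neuronal repressor REST. It was 12 ± 1.07 for SP and KLF factors (GGGGCGGGG), 10.2 ± 0.989 for the ETS consensus ACCGGAAGT and 4.36 ± 0.487 for YY1. Among factors of the B lineage, the ratio was 4.56 ± 0.842 for EBF1 (TCCCNNGGGA) and 1.53 ± 0.419 for IRF. It was 1.49 ± 0.535 for the composite of ETS and IRF, and 1.21 ± 0.239 for OCT (ATGCAAAT). NFY (1.23 ± 0.0572) and NF-kappaB (1.28 ± 0.231) completed the 12 motifs with a ratio above 1 in every library. The ratio for NF-kappaB lay below that of its reversed sequence (2.55 ± 0.218), a control that keeps base composition but not the order of neighbouring bases. Reversed NF-kappaB (CCYYWNRGGG) can hold CCCNNGGG, the centre of the EBF1 consensus. The comparison therefore does not decide whether NF-kappaB matches were rarer than their composition gives. In 13 of the 20 motifs with such a control the motif exceeded its reversed sequence in every library, EBF1 (reversed 2.16 ± 0.141) and ETS (reversed 1.27 ± 0.131) among them. Reversal removes the CG of the ETS motif. NRF1, REST, SP and KLF, and YY1 had no usable reversed control. CTCF had a reversed ratio in replicates 1, 3 and 4 alone (0.421, 0.749 and 0.407). The NRF1 and REST ratios rest on means of 0.000969 and 0.00103 matches per kb outside footprints. Their SDs do not cover the counting error of such rare matches.

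The ratio lay below 1 in every library for 7 motifs. GATA, the motif of erythroid and T cell factors, had a ratio of 0.322 ± 0.0377, CEBP of myeloid cells 0.534 ± 0.0349, FOXO 0.208 ± 0.0270, AP1 0.554 ± 0.0681, P53 0.464 ± 0.0301, TEAD 0.788 ± 0.0494 and TCF and LEF 0.805 ± 0.0275. Of these, TEAD and TCF and LEF lay above their reversed sequences (0.498 ± 0.0320 and 0.645 ± 0.113) in all 4 libraries, so relative to base composition they were not depleted, while GATA (reversed 0.531 ± 0.0602), CEBP (1.33 ± 0.274), FOXO (0.521 ± 0.0393) and AP1 (0.670 ± 0.0115) lay below theirs in all 4. The reversed CEBP sequence holds a CG that the motif lacks, so that comparison may also reflect this pair of bases. P53 was close to its reversed sequence (0.498 ± 0.0141) and above it in 1 of 4 libraries. For PU.1 and Spi-B (AGAGGAAGT) the ratio was 0.748, 0.757 and 0.899 in replicates 1 to 3 and 1.68 in replicate 4, above its reversed sequence (0.372 ± 0.0450) in all 4. RUNX (1.10 ± 0.190) and MEF2 (1.14 ± 0.280) lay on both sides of 1 and above their reversed sequences (0.312 ± 0.0842 and 0.679 ± 0.159) in all 4 libraries. E2A (0.970 ± 0.0620, below its reversed sequence of 1.07 ± 0.0498 in all 4 libraries), SOX (0.835 ± 0.153, reversed 0.435 ± 0.0774) and HNF4 (0.824 ± 0.124, reversed 0.260 ± 0.0630) also lay on both sides of 1. The PAX5 consensus had 2 to 6 matches in footprints per library, too few to read, and HNF1 had 0. With 4 libraries no exact sign test could pass the threshold of 0.05, so none was made. CTCF differed between libraries, with 47.0, 29.8, 41.4 and 17.4 in replicates 1 to 4. REST did so too, with 29.2, 19.2, 18.7 and 5.04, on 34 to 85 matches in footprints per library. In replicate 4 the REST ratio lay below those of SP and KLF (12.3), ETS (11.4) and EBF1 (5.65). With matches required to lie wholly inside a footprint widened by 5 bp, 7 motifs in place of 12 were above 1 in every library. NRF1 and REST had no mean ratio in this setting and could not be counted. Their absence from the 7 is therefore no sign of a lower ratio.

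**Figure D5:**
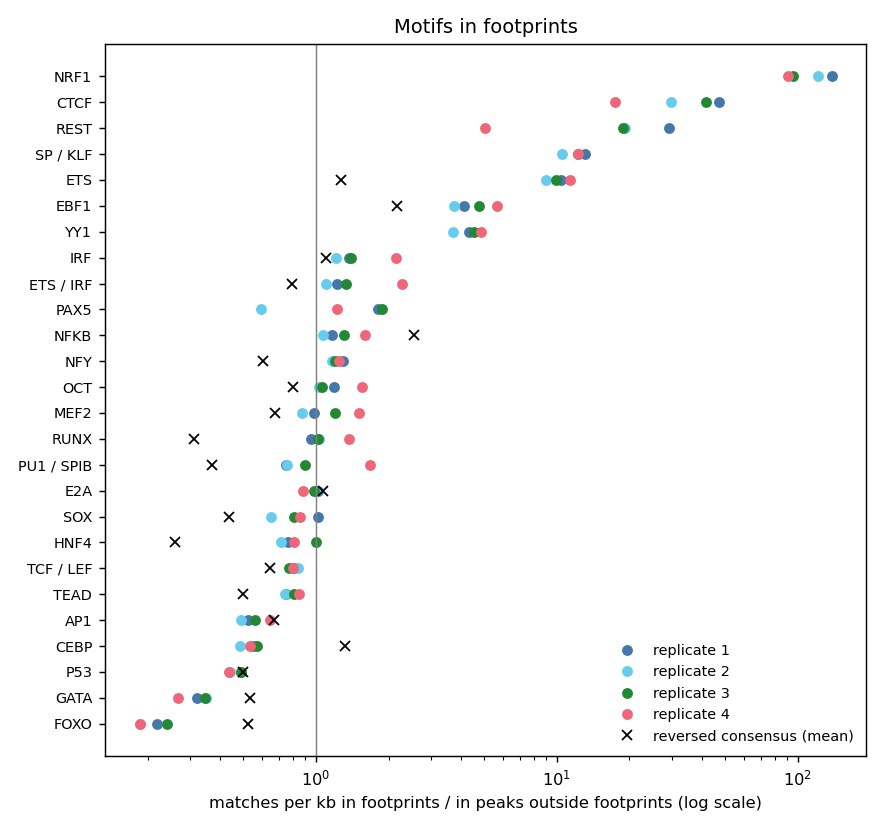
Ratio of motif matches per kb in footprints to those in the rest of the same peaks (x axis, log scale) for each motif (y axis), with a point per library and the reversed sequence as control where it is defined. NRF1 at 111 and CTCF at 33.9 have the highest means, and GATA, CEBP and FOXO lie below 1 in every library.

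The X chromosome, of which males carry 1 copy, gave lower values than the autosomes by each measure. None of the measures was adjusted for copy number, so they do not show whether the X was less accessible per copy. It had 16.7 ± 3.36 peaks per Mb against 39.9 ± 7.98 on autosomes, a ratio of 0.419 ± 0.0125 (SD, n = 4), and the ratio lay between 0.407 and 0.435 in the libraries. The median signal of X-linked peaks was 0.573 ± 0.0202 of that of autosomal peaks. In the regions of all 4 libraries (1426 on X and 56155 on autosomes) the ratio of medians was 0.647 ± 0.0344, and in promoter regions it was 0.490 ± 0.0662. Of 948 X-linked protein-coding genes, 384 (40.5%) had a promoter peak in every library, against 60.2% of autosomal genes. Btk (1.53 ± 0.614), Foxp3 (15.1 ± 8.64) and Efnb1 (8.44 ± 2.64) were X-linked genes with a promoter peak in every library. The choice of promoter regions for this ratio was made after the data were seen. In replicate 4 the promoter ratio was 0.589, against 0.451 to 0.463 in the other libraries.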

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

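The tests on fewer cuts, on myeloid, erythroid or stem and progenitor cells as a group, on myeloid cells in the preparation, on B cell marker promoters of low CpG and on dilution of B cells by other blood cells were chosen only after the results they bear on were seen.

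A library lay far from the other 3 in 23 of 237 results tested, and in 21 of these it was replicate 4. Chance gives about 1 in 20 groups. The 237 include named genes without a peak in any library and the HNF1 motif, which could not be flagged. The share flagged is therefore not directly comparable with chance. The 237 results also share the same 4 libraries, so they are not independent of each other.

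The first pattern is that replicate 4 stood apart in signal, with a mean r of 0.841 with the others in regions of all 4 libraries, a gap that was wider in distal regions (0.691 against 0.963 for the other pairs) than in promoter regions (0.925 against 0.987). Low depth is argued against, since replicate 2, with the fewest implied cuts, had a mean r with replicates 1 and 3 that was higher by 0.139, and neither the trend on GC content (mean r of 0.823 after its removal) nor a smooth effect of region strength (mean rho of 0.806) accounts for the gap. Added myeloid, erythroid or stem and progenitor cells are argued against, since the shift of their distal regions in replicate 4 minus that of the B cell identity list was -0.97 (SE 0.236), -1.47 (SE 0.140) and -1.49 (SE 0.121) on the log2 scale over distal regions of any library, which include regions with a peak in replicate 4 alone, and -0.83 (SE 0.196), -1.32 (SE 0.143) and -1.16 (SE 0.246) over those of all 4 libraries, below the shift of all distal regions in both sets. Other blood cells stay open: over regions of any library the highest difference was -0.0865 for megakaryocytes and platelets (87 regions, SE 0.447), too wide to decide, and over those of all 4 libraries megakaryocyte (0.48), dendritic cell (0.44) and T cell regions (0.32), though not NK cell regions (0.19), shifted more than all distal regions (0.23) and less than those of the B cell list (0.82), while 1 of 4 of Pf4, Ppbp, Gp9 and Gp1ba, chosen after the first value was seen, had a promoter peak in replicate 4. The labels give no group for a biological explanation, and differences between animals, sorts or preparations were not tested.

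The second pattern is that promoters and distal regions of B cell genes were stronger in replicate 4, with median promoter shifts of 1.43 for B cell identity and 1.72 for MHC class II against 0.41 over all genes, but housekeeping (0.88), immediate early (0.86) and histone genes (0.91) shifted as much as receptor signalling (0.89) and homing genes (0.91), while other lineages went both ways, as NK (0.76, 3 genes), T cell (0.72, 8 genes), neuron (-0.08), hepatocyte (-0.17), myeloid (-0.34) and erythroid genes (-0.68). Promoter CpG content does not remove the difference, which was 1.06 between 23 B cell identity and 5370 other low-CpG promoters, a value that restates the pattern on the genes that prompted it and decides nothing about its cause. Distal regions with a PU.1 and Spi-B match exceeded those without by 1.07 (1416 regions, bootstrap SE of the difference 0.0265), a test prompted by the footprint ratio of that motif, and 22 of 24 motifs differed upwards, while regions with CTCF (-1.01, 4446 regions, SE 0.013) and REST matches (-1.09, 36 regions, SE 0.0855) were weaker. Dilution of B cells by other blood cells in replicates 1 to 3 stays open: 0 of 8 abundant genes of such cells had a promoter peak in each of them, a result largely known beforehand, but distal regions of erythroid (-0.50), stem and progenitor (-0.34) and myeloid lists (-0.02), over regions of all 4 libraries, were relatively stronger there. A different share or state of B cells may underlie part of the shift, but no test separated these from the preparation of the library.

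The third pattern is that more myeloid marker promoters had a peak in replicates 3 and 4 (12 and 10) than in replicates 1 and 2 (7 and 4). With an equal number of 72913 strongest peaks the excess of replicates 3 and 4 was 2 in place of 11, so longer peak lists are a candidate explanation. Of 6 abundant myeloid genes, 0 had a promoter peak in both replicates 3 and 4, which argues against myeloid cells as a source common to both at a share large enough to give such peaks. Lyz2 (0.613) and Csf1r (0.337) had a peak in replicate 4, so a small share there stays open. No biological explanation was tested.

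Library measures far from the others in replicate 4 were the median peak width of 188 bp (200 in each of the others), the X to autosome ratio of promoter signal of 0.589 (0.451 to 0.463), the share of peaks with a footprint of 72.2% (80.1 to 81.2%) and the footprint ratio of the PU.1 and Spi-B motif of 1.68 (0.748 to 0.899). Many more promoters had their highest signal in replicate 4, and the following are those where the gap to the nearest library took most of the range. Among B cell identity genes, the signal in replicate 4 was 10.6 at Blk, 8.21 at Cd180, 18.1 at Cd37, 9.24 at Cd72, 22.3 at Cxcr5, 12.5 at Fcer2a, 9.91 at Fcrla, 23.6 at Ms4a1 and 10.5 at Tnfrsf13b. Among genes of other lists, it was so for Cd2 (24.4), Cd3d (19.2), Cdh5 (7.67), Derl3 (49.8), Neil1 (35.9), Tlr6 (12.5), Tlr9 (27.3) and Zbtb20 (49.5). In replicate 3 the promoter signals of Cd22 (7.33) and Cebpa (5.55) stood apart in the same way.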

How the results depend on the processing

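Tests added only after the results were seen were gene models of up to 1000000 bp, genes matched on length, 1 gene per group of overlapping windows, a peak in any library and low-CpG promoters for the contrast of B cell identity with lineage lists, promoter regions alone for the X chromosome, and leaving out replicates in the correlations and footprints. Of 799 alternatives to 97 results, 128 for main outcomes and 583 for single lists and motifs changed neither direction nor side of the threshold, nor moved a value beyond the spread between replicates. For single lists, 24 no longer passed the test, 12 newly passed it and 16 changed sign, and 15 motif ratios moved. The cause was not tested for the changes below unless the setting itself gives it.

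With 50% reciprocal overlap, a stricter rule by construction, 47.2% of peaks were shared by all libraries. The mean r was 0.909 in regions of all 4 libraries and 0.919 with a pseudocount of 1. Promoter windows of 500 and 2500 bp gave 21.9% and 38.2% of peaks in promoters, 35.4% and 25.8% in introns and 37.4% and 33.3% in intergenic DNA, which follows from the width of the window, and an equal number of strongest peaks gave 32.9% in promoters and 33.2% in intergenic DNA. Lists with fewer accessible promoters numbered 4 at 2500 bp, 1 with a peak in any library and 1 among low-CpG promoters, against 7. The stricter peak list gave X to autosome ratios of 0.386 for peaks and 0.638 for signal, and promoter regions alone 0.490 for signal. Footprints shared by all libraries were 36.5% with 1 bp overlap, and 7 motifs were above 1 in every library with matches wholly inside. NRF1 and REST had no mean ratio in that last setting and could not be counted.

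None of the 16 differences that changed sign passed a test in either form. In percentage points of promoters, precursor B genes gave 13.1 at 2500 bp, 2.47 in the stricter list and 7.79 with a peak in any library. Toll-like receptors gave -5.87 and stem and progenitor genes 2.47 in the stricter list. With a peak in any library, stem and progenitor genes gave 16.1, dendritic cell genes 2.78 and neuron genes 4.21, and neuron genes gave 4.50 among low-CpG promoters. In distal regions per gene, NK cell genes gave -0.275 and germline genes -0.840 at 20000 bp, muscle genes 0.0620 and histone genes 1.36 at 100000 bp, megakaryocyte genes 0.0891 with an equal number of peaks and histone genes 0.948 with length matching.

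Leaving out each replicate in turn gave 25.5% to 28.8% of footprints shared by all, where fewer libraries need a match, and a difference of -1.23 to 14.8 points for precursor B promoters. The mean number of peaks was 92594 to 107057, the share of peaks in regions of all libraries 65.5% to 70.5%, the mean r 0.787 to 0.859, lists with fewer accessible promoters 6 to 8, the B cell identity difference 39.8 to 41.1 points at promoters and 5.81 to 7.42 distal regions per gene, and motifs above 1 in every library 12 to 13. An alternative with only the stronger footprints by score could not be run, because every footprint holds the same value. Whether depth limits the weak peaks was not tested, and replicate 4, with fewer implied cuts than replicate 1, had more peaks (111309 against 93559).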

Other observations

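The values on motifs by position and on receptor loci were chosen after the data were seen, and they were not tested.

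In regions of all 4 libraries, CTCF matches per kb were 4.60 times as frequent in distal as in promoter regions, against 0.0679 for the reversed motif. The ratio was 2.65 for PU.1 and Spi-B (reversed 1.54), 2.74 for RUNX (1.46) and 1.89 for OCT (0.936). Matches to NF-kappaB (0.845, reversed 0.967), NFY (0.373, reversed 1.15) and ETS (0.268, reversed 2.16) were more frequent in promoters. So were those to SP and KLF (0.145), NRF1 (0.135) and YY1 (0.0410), which had no reversed control here. GC content was 50.7% in distal and 60.9% in promoter regions.

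The immunoglobulin heavy chain locus held 70 regions of all 4 libraries, or 2.54 per 100 kb against 2.18 over the genome, the kappa locus 64 (2.02) and the lambda locus 11 (5.52). The T cell receptor alpha and delta locus held 20 (1.11), the beta locus 7 and the gamma locus 0. The highest signal in the heavy chain locus was 4.81, 4.09, 8.43 and 25.0 in replicates 1 to 4.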
